# Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7

**DOI:** 10.1155/2021/8858905

**Published:** 2021-02-04

**Authors:** Toshiya Miyauchi, Masahiro Takahashi, Koji Mitsuzuka, Yuriko Saiki, Teppei Okubo, Paula M. Vertino, Akiteru Goto, Yoichi Arai, Akira Horii, Shinichi Fukushige

## Abstract

Epigenetic gene silencing by aberrant DNA methylation leads to loss of key cellular pathways in tumorigenesis. In order to analyze the effects of DNA methylation on prostate cancer, we established LNCaP-derived human prostate cancer cells that can pharmacologically induce global reactivation of hypermethylated genes by the methyl-CpG targeted transcriptional activation (MeTA) method. The MeTA suppressed the growth of LNCaP-derived cells and induced apoptosis. Microarray analysis indicated that *PYCARD* (PYD and CARD domain containing) encoding an apoptosis-inducing factor was upregulated by 65-fold or more after treatment with MeTA. We analyzed DNA methylation statuses using 50 microdissected primary prostate cancer tissues and found an extremely high frequency of tumor-specific promoter hypermethylation of *PYCARD* (90%, 45/50). Moreover, DNA methylation status was significantly associated with Gleason score (*P* = 0.0063); the frequency of tumor-specific hypermethylation was 96% (44/46) in tumors with Gleason score ≥ 7, whereas that in tumors with Gleason score 6 was 25% (1/4). Immunohistochemical analyses using these 50 cases indicated that only 8% (4/50) of cancerous tissues expressed PYCARD, whereas 80% (40/50) of corresponding normal prostate epithelial and/or basal cells expressed PYCARD. In addition, there was no relationship between PYCARD immunostaining and the Gleason score in cancerous tissue and surrounding normal tissue. Inducible expression of *PYCARD* inhibited cell proliferation by induction of apoptosis. These results suggest that aberrant methylation of *PYCARD* is a distinctive feature of prostate cancers with Gleason score ≥ 7 and may play an important role in escaping from apoptosis in prostatic tumorigenesis.

## 1. Introduction

Cancer cells acquire their hallmarks of malignancy through successive aberrations in the controlling systems for growth suppression, proliferative signaling, cellular energetics, cell death, genomic stability, angiogenesis, invasion and metastasis, response to tumor promoting inflammation, immortalization, and response to immune system [1]. Cancer cells acquire these hallmarks and stably transmit them to their daughter cells, mainly through genetic and epigenetic alterations [2]. DNA methylation and particular forms of histone modification are two major mechanisms in epigenetic transcriptional control. Among these, aberrant DNA methylation of either hypermethylation or hypomethylation in the promoter regions of genes is one of the most well-defined epigenetic changes in cancer cells and is associated with inappropriate expression of certain genes [3, 4]. A number of genes with common aberrant hypermethylation mainly at the promoter region have been described so far, but the relationships between each promoter hypermethylation and its contribution to tumorigenesis remain to be elucidated.

In men, prostate cancer is the second most frequent cancer and the fifth leading cause of cancer death worldwide [5]. Intense studies have explored the molecular bases of primary prostate cancer and have identified multiple genetic and epigenetic alterations [6]. The most frequent alteration in prostate cancer is fusion of the 5′ untranslated region of *TMPRSS2*, an androgen-regulated serine protease gene, with the oncogenic ETS family transcription factors of either *ERG* or *ETV1* [7], and the most frequently mutated genes are *SPOP*, *TP53*, *FOXA1*, and *PTEN* [8]. Although epigenetic changes in prostate cancer have been explored extensively, the significance of their alterations remains elusive. Glutathione S-transferase pi 1 (*GSTP1*) is the most-characterized hypermethylated gene in prostate cancer [9]; it encodes an enzyme that detoxifies reactive electrophilic intermediates [10]. Promoter hypermethylation-mediated silencing of *GSTP1* is only detected in intraepithelial neoplasia, prostatic adenocarcinoma, and fluids (plasma, serum, ejaculate, and urine) of patients with prostate cancer but is never detected in benign epithelium [9, 11–13]. Although *GSTP1* has such promising features as a cancer-specific biomarker, it has not yet been applied in a clinical setting; although the specificity of *GSTP1* promoter hypermethylation is much higher than that of prostate-specific antigen (PSA), the sensitivity of *GSTP1* is lower than that of PSA [14]. In addition, *GSTP1* did not function as a tumor suppressor gene when using LNCaP prostate cancer cells *in vitro* and *in vivo* [15]. Thus, identification of a novel biomarker with much higher specificity and sensitivity for early detection and prognosis of prostate cancer is still awaited.

In the present study, we first attempted to elucidate the biological significance of epigenetic silencing in prostate cancer and then detected hypermethylated genes that play important roles in prostatic tumorigenesis by applying our previously developed method termed methyl-CpG targeted transcriptional activation (MeTA) [16–19]. MeTA can globally reactivate hypermethylated genes including transcriptionally silenced cancer-related genes. The cell line LNCaP was used as a representative of prostate cancer. Because microarray coupled with MeTA (MeTA-array) can search for hypermethylated genes by utilizing a quite different mechanism from DNA demethylating agent-based method, it enables us to unveil yet-to-be-discovered hypermethylated genes.

In the present study, we identified *PYCARD* as a DNA hypermethylation-mediated silencing gene that plays a key role in cell growth suppression, mainly by induction of apoptosis. Aberrant promoter hypermethylation of *PYCARD* along with suppressed protein expression was observed in a stage-specific manner in the great majority of prostate cancer specimens.

## 2. Materials and Methods

### 2.1. Strains and Plasmids

*E. coli* strain DH5*α*F′ was used to propagate all the plasmids. pcDNA6/TR plasmid(Invitrogen, Carlsbad, CA, USA) was used to establish cell lines that stably express the Tet repressor. To allow tetracycline-regulated expression, we used three constructs. One contains a 0.9 kb fragment of NF*κ*B (AD)-MBD with a 3xFLAG tag at the N-terminus [16] that was cloned into the *Eco*RI/*Xho*I sites of pcDNA4/TO/myc-His vector (Invitrogen) and named as pcDNA4/TO/NF*κ*B (AD)-MBD. The other two constructs contain cDNA fragments corresponding to the entire coding regions of *PYCARD* variants 1 and 2, a 0.61 kb fragment of *PYCARDv1* and a 0.56 kb fragment of *PYCARDv2*. These two fragments were cloned into the *Hin*dIII/*Xba*I sites of pcDNA4/TO/myc-His vector and named as pcDNA4/TO/PYCARDv1 and pcDNA4/TO/PYCARDv2, respectively. We PCR amplified these two variant cDNA fragments using the pooled human cDNA mix [20] as the template. Nucleotide sequences of the primers used for cDNA cloning are described in Table S1.

### 2.2. Cell Culture, Transfection, and Immunoblotting

Human prostate cancer cell line LNCaP and normal prostate epithelial cell line RWPE-1 were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). LNCaP cells were grown in RPMI-1640 medium (Sigma, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (Invitrogen), and RWPE-1 cells were grown in keratinocyte serum-free medium supplemented with bovine pituitary extract and human recombinant epidermal growth factor (Invitrogen). Tet repressor cells were established by stably transfected pcDNA6/TR plasmid in LNCaP, as described previously [20], and were named as TR9 and TR15, respectively. Then, pcDNA4/TO/NF*κ*B(AD)-MBD was stably transfected into TR9 or TR15 cells to obtain TR9_MeTA14 and TR15_MeTA5 cells. pcDNA4/TO/PYCARDv1 or pcDNA4/TO/PYCARDv2 was transfected into TR15 cells to establish stable transfectants of tetracycline-regulated PYCARD-expressing cells. Empty pcDNA4/TO/myc-His vector was also stably transfected into TR15 cells to establish the control TR15_Vec cells. All these cell lines were maintained in RPMI-1640 medium containing 7.5 *μ*g/ml blasticidin and 500 *μ*g/ml zeocin. Immunoblotting analyses were performed as described previously [21]. An antibody that specifically recognizes FLAG (F 1804; 1 : 1000, Sigma-Aldrich), PYCARD (D086-3; 1 : 1000, MBL, Nagoya, Japan), or *β*-actin (A-5441; 1 : 3000, Sigma-Aldrich) was used.

### 2.3. Reverse Transcription-PCR (RT-PCR)

Total RNAs were extracted from harvested cell pellets by RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Each aliquot of 2 *μ*g of total RNA was reverse transcribed, and single-stranded cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). RT-PCR amplifications using intron-spanning primers were performed as described [22], and *B2M* was used as the internal control [23]. PCR products were analyzed on 3% agarose gels, and the bands were visualized by ethidium bromide staining. Primers were purchased from Integrated DNA Technologies (Coralville, IA, USA), and their nucleotide sequences are shown in Table S1.

### 2.4. Cell Proliferation Assay

Cells were seeded in 24-well dishes at a density of 3 × 10^3^ cells per well at day -1, and the assay started at day 0. After the first assay, cells were treated with or without 1 *μ*g/ml tetracycline for 2, 4, and 6 days. Cell viability was determined every other day by using alamarBlue (Invitrogen) as described previously [24]. Experiments were performed in quadruplicate and repeated three times.

### 2.5. Cell Cycle Analysis

Cells were seeded in 10 cm dishes and were treated with or without 1 *μ*g/ml tetracycline for 2, 4, and 6 days. Tetracycline-containing medium was replaced every other day. Cell cycle distributions of samples were determined by flow cytometric analysis (FACSCanto II; BD Biosciences, San Jose, CA, USA) as described previously [25].

### 2.6. Terminal Deoxynucleotidyl Transferase dUTP Nick End Labeling (TUNEL) Assay

Apoptotic cells were quantified using an apoptosis *in situ* detection kit (Wako, Osaka, Japan). Cells were permeabilized with 0.1% sodium citrate and 0.1% Triton X-100 on ice for 2 min. DNAs were labeled with terminal deoxynucleotidyl transferase, and the intrinsic peroxidase was inactivated with 3% H_2_O_2_. Finally, cells were incubated with a peroxidase-conjugated antibody. Peroxidase activity in each sample was visualized by the application of DAB (3, 3′-diaminobenzidine tetrahydrochloride, Sigma).

### 2.7. Microarray Analyses

Microarray analyses were performed according to methods described previously [18]. Total RNAs from TR9_MeTA14 and TR15_MeTA5 cells with or without tetracycline treatments for 4 days were prepared, and Cy3-labeled cRNA was hybridized to an Agilent whole human genome microarray (4 × 44K). A cut-off value of 2-fold upregulation was employed for selection of the genes.

### 2.8. Sodium Bisulfite Sequencing

We carried out sodium bisulfite modifications of genomic DNAs from RWPE-1 or TR9_MeTA14 and TR15_MeTA5 cells with or without tetracycline treatment for 4 days using EpiTect Bisulfite Kit (Qiagen) and sequenced the promoter regions of *PYCARD* and *TNFRSF25* genes on an ABI PRISM 310 sequencer with BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems). Primers used for sodium bisulfite sequencing analyses are described in Table S1.

### 2.9. Immunofluorescence Staining

TR15_PYCARD cells with or without tetracycline treatment for two days were washed with PBS, fixed, and incubated with rabbit anti-human TMS1 antibody (EU107, 1 : 1000) [26]. Indirect detection of primary antibodies was achieved by 60 min incubation with 1 : 1000 diluted secondary antibodies: Cy3-labeled goat anti-rabbit IgG (Abcam ab6939). Cells were stained for 10 min with 0.5 *μ*g/ml 4′, 6′-diamidino-2-phenylindole (DAPI). Images were acquired as described previously [20].

### 2.10. Tissue Specimens

A total of 50 prostate cancer tissues obtained from patients who had radical prostatectomy at Tohoku University Hospital (Sendai, Miyagi, Japan) during the period from 2008 to 2011 were analyzed. All of them were Asians. None of them had received radiotherapy, chemotherapy, or androgen deprivation treatment prior to surgery. Biochemical recurrence was defined as postoperative PSA levels ≥ 0.2 ng/ml after a nadir PSA level < 0.2 ng/ml. Tissue specimens were formalin-fixed, paraffin-embedded (FFPE), and evaluated by hematoxylin and eosin (HE) staining. Histopathological diagnosis was verified by a pathologist authorized by the Japanese Society of Pathology (YS), and classification of staging was done according to the Union for International Cancer Control (UICC) TNM staging system. The clinical and histopathological characteristics of the prostate cancer patients are summarized in Table 1. Written informed consent was obtained from all patients. This study was approved by the Ethics Committee of Tohoku University School of Medicine under the accession numbers of 2015-1-475 and 2015-1-476.

### 2.11. Laser Microdissection (LMD) and Methylation-Specific PCR (MSP)

FFPE sections (10 *μ*m thick) were prepared and mounted on 2.0 *μ*m thick PEN Membrane slides (MicroDissect GmbH, Herborn, Germany). The sections were deparaffinized, and then one section was stained with HE to evaluate the morphologic quality required for accurate microdissection. Other sections were stained with hematoxylin to recognize nuclei. After careful drying, cancerous and noncancerous prostate cells (~15 mm^2^) were separately collected into the caps of 200 *μ*l PCR tubes using Leica LMD7000 (Leica Microsystems GmbH, Wetzlar, Germany).

DNAs from microdissected FFPE samples were directly bisulfite-treated using EpiTect Fast DNA Bisulfite Kit (Qiagen). MSP analyses for *PYCARD* were performed with the primers described in Table S1. PCR was carried out for 40 cycles of 30 s at 94°C, 30 s at 68°C (unmethylated primers) or 30 s at 70°C (methylated primers), and 30 s at 72°C. The methylated and unmethylated band intensities were quantified by ImageJ software (National Institutes of Health, Bethesda, Maryland, USA) [27], and each methylated-to-unmethylated ratio was calculated; a twofold or higher level in tumor compared with the corresponding normal sample was defined as tumor-specific methylation. Each PCR product was loaded onto 4% agarose gels and visualized by ethidium bromide staining.

### 2.12. Immunohistochemistry

Four-micrometer slide sections were prepared, deparaffinized in xylene, and dehydrated in ethanol. Immunohistochemistry was performed as described before [28] using rabbit anti-human TMS1 antibody (EU107, 1 : 1000). Immunoreactivity was evaluated by two pathologists authorized by the Japanese Society of Pathology (YS and AG) without any information about the patients. In this study, stained tumor cells with 10% or more and 50% or more immunoreactivity in their cytoplasm or nuclei were classified as positive (+) and doubly positive (++), respectively; tumors with lower percentages were classified as negative (-).

### 2.13. Statistical Analysis

Fisher's exact test was used for associations between methylation status or immunostaining of *PYCARD* and clinicopathological parameters. A two-tailed Student *t*-test was used for associations between methylation status or immunostaining of PYCARD and PSA. Kaplan-Meier analysis and log-rank test were used to assess the difference in biochemical recurrence-free survival between patients with and without tumor-specific *PYCARD* methylation or PYCARD protein expression. *P* values of less than 0.05 were considered significant. All analyses were performed using JMP (SAS Institute, Cary, NC, USA).

## 3. Results

### 3.1. NF*κ*B (AD)-MBD Induction Significantly Suppresses Cell Growth by Inducing Apoptosis

To explore phenotypic alterations by reactivating hypermethylation-mediated inactivated genes, we first constructed tetracycline-regulated NF*κ*B (AD)-MBD-inducible cell lines using prostate cancer cell line LNCaP and a two-step procedure. First, pcDNA6/TR was introduced to establish two Tet repressor cells termed TR9 and TR15. Then, pcDNA4/TO/NF*κ*B (AD)-MBD (FLAG tag at the N-terminus) was introduced to establish two stable cell lines termed TR9_MeTA14 and TR15_MeTA5. As indicated in Figure S1, immunoblot analyses using anti-FLAG antibody indicated that tetracycline-induced NF*κ*B (AD)-MBD protein expression in both TR9_MeTA14 and TR15_MeTA5 cells was detected as late as 6 days after the induction. In other words, the induced MeTA is effective for at least 6 days.

Global reactivation of hypermethylated genes may affect the growth of cancer cells. We next used an alamarBlue assay to examine the cell proliferation ability of our established LNCaP-derived cells in response to NF*κ*B (AD)-MBD induction (Figure 1(a)). Tet repressor-expressing parental cell lines, TR9 and TR15, did not show any growth differences irrespective of tetracycline treatment. On the other hand, NF*κ*B (AD)-MBD-inducible cell lines TR9_MeTA14 and TR15_MeTA5 showed significant growth suppression between 4 and 6 days after tetracycline addition. Interestingly, we observed cell shrinkage and pyknosis only in tetracycline-treated TR9_MeTA14 and TR15_MeTA5 cells (data not shown); these characteristics are typical of apoptotic cells. We then performed flow cytometry analyses as shown in Figure 1(b); the sub-G1 fractions in both TR9 and TR15 did not change before and after tetracycline addition, whereas the sub-G1 fractions in both TR9_MeTA14 and TR15_MeTA5 cells increased after tetracycline addition and gradually increased further over time, indicating that the G1, S, and G2/M phases of these cells gradually decreased over time. TUNEL assay was added and supported induction of apoptosis as indicated by results with FACS (Figure 1(c)). Some specific and strong signals representing apoptotic cells were observed only in cells treated with tetracycline: no such observations were evident in those without tetracycline. These results suggested that apoptosis and consequent growth suppression were induced by a NF*κ*B (AD)-MBD fusion protein. In other words, MeTA induced apoptosis in LNCaP.

### 3.2. NF*κ*B (AD)-MBD Induction Upregulates the Expression of Some Apoptosis-Inducing Genes

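MeTA-array analysis covered 4 arrays, 1 for each combination of cell line and treatment: TR9_MeTA14 and TR15_MeTA5 cells, both derived from LNCaP, with tetracycline for 4 days (+Tet) or without it (-Tet). Cy3-labeled cRNA was hybridized to an Agilent whole human genome microarray, and all 4 arrays lay on the same slide. The authors deposited the output of Agilent Feature Extraction for each array, in which the processed signal is the intensity of a spot after background subtraction, not normalized between arrays. Of 34127 non-control probes, 21918 were well above background in TR9_MeTA14 -Tet, 24217 in TR9_MeTA14 +Tet, 20560 in TR15_MeTA5 -Tet and 21599 in TR15_MeTA5 +Tet. No spot was saturated. The paper's text gives a cut-off of 2-fold and does not name the normalization between arrays. Here, spots that Feature Extraction marks as outliers were left out, spots of the same probe were averaged as log2 values, and the 75th percentile over the probes of each array was subtracted. This percentile lay at a signal of 617 and 777 in TR9_MeTA14 and of 367 and 542 in TR15_MeTA5, without and with tetracycline, respectively, so that scaling lowered the +Tet to -Tet ratios by factors of 1.26 and 1.48. A probe entered a comparison when it was well above background on at least the brighter array. When the dimmer array did not measure it well above background, the fold change was calculated against the higher of the probe's own signal and the lowest signal of a probe well above background on that array, and it is given as at least that value. The SD of a log2 ratio expected from replicate spots on the same array was 0.087, which covers technical error within an array only. With 1 array per condition, no change within a cell line has a replicate check, no p-value is given for it, and the number of arrays limits the precision. Probes were named through RefSeq accessions, which paired 25422 probes with 19483 genes.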

We then explored hypermethylated genes involved in apoptosis by microarray coupled with MeTA, termed MeTA-array [19]. TR9_MeTA14 and TR15_MeTA5 cells with or without tetracycline were used, and the results are summarized in Table 2. 

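In TR9_MeTA14 cells, 3682 probes were at least 2-fold higher and 3661 at least 2-fold lower with tetracycline, of 24248 compared. In TR15_MeTA5 cells, 1899 probes were higher and 597 lower by the same cut-off, of 22341 compared. Higher probes made up 50.1% of the changed probes in TR9_MeTA14 and 76.1% in TR15_MeTA5. This share in TR15_MeTA5 was 90.3% after normexp background correction with quantile normalization, and 93.9% when the arrays were scaled on spike-in probes, an alternative chosen after seeing the data. It was lower with quantile normalization alone (67.6%), without a filter on dim probes (60.4%) and at a cut-off of 1.5-fold (52.1%). A total of 1519 probes, representing 1147 genes by the brightest probe of each gene, were at least 2-fold higher in both cell lines. If the calls in the 2 cell lines were independent, 273 of the 21657 probes compared in both would be expected there. Another 193 probes were lower in both cell lines, where 73.2 would be expected. Among these counts of higher and lower probes by fold change, that of probes lower in both cell lines moved by the largest factor, to 21 at a cut-off of 3-fold. Across the 19298 probes well above background on all 4 arrays, the log2 fold changes in the 2 cell lines had a Pearson's r of 0.73 and a Spearman's rho of 0.61. This correlation is across probes, which are not independent replicates. With the 2 cell lines taken as replicates and cell line as a block, limma found 593 probes higher and 3 lower with tetracycline at an adjusted p below 0.05, of 22808 tested, with 1 residual degree of freedom. On the untreated arrays, 1186 of the 19298 probes were at least 2-fold higher and 878 at least 2-fold lower in TR15_MeTA5 than in TR9_MeTA14 cells.

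**Figure D1:**
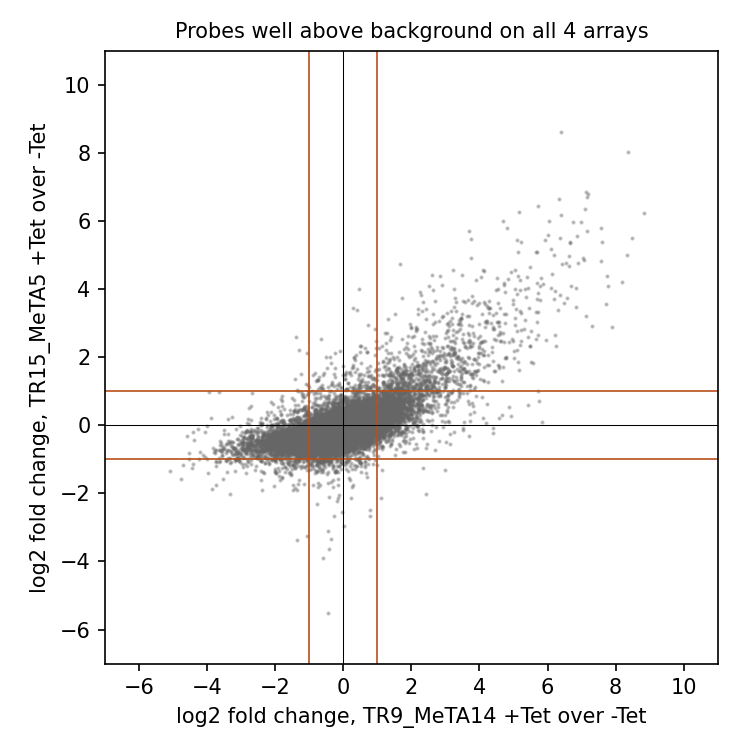
The log2 fold change with tetracycline in TR9_MeTA14 (horizontal axis) and TR15_MeTA5 cells (vertical axis), where each point is 1 of the 19298 probes well above background on all 4 arrays and the colored lines mark 2-fold changes. The points spread along the diagonal above the cut-off in both cell lines, and more points lie beyond 2-fold lower in TR9_MeTA14 (3027) than in TR15_MeTA5 (306).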

Five candidate genes were selected by the following criteria: (1) twofold or more upregulation by tetracycline induction in both TR9_MeTA14 and TR15_MeTA5 cells and (2) genes known to be involved in apoptosis induction. 

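HRK, measured by probe A_23_P25194, was well above background on all 4 arrays. Its processed signal rose from 392 to 1300 in TR9_MeTA14 and from 76.9 to 694 in TR15_MeTA5, which gave 2.64-fold and 6.11-fold increases after scaling. The log2 fold change was 1.21 larger in TR15_MeTA5 than in TR9_MeTA14, a difference that could not be tested with 1 array per condition, and the scaled -Tet signal was 3.03-fold higher in TR9_MeTA14 than in TR15_MeTA5. BIK, measured by A_23_P404667, rose from 1465 to 6076 and from 715 to 2956, or 3.29-fold and 2.80-fold after scaling. Over both cell lines, limma gave a log2 fold change of 2.00 (standard error 0.39, adjusted p = 0.104) for HRK and 1.60 (standard error 0.25, adjusted p = 0.0686) for BIK, both higher in 2 of 2 cell lines but neither passing the correction over all probes tested. CIDEA, measured by A_23_P376704, had processed signals of 3.52 and 9.67 in TR9_MeTA14 and of 7.61 and 26.0 in TR15_MeTA5, without and with tetracycline, respectively. It was well above background only in TR15_MeTA5 +Tet, so no fold change is given for TR9_MeTA14, and in TR15_MeTA5 the increase was at least 1.14-fold. PYCARD and TNFRSF25 also passed 2-fold in both cell lines. Because the paper's text does not name its list of apoptosis-inducing genes, a list of 80 such genes, fixed in advance, stands in for it. Of 65 listed genes with a fold change in both cell lines, 7 were at least 2-fold higher in both, or 10.8%, beside 8.21% of all 13970 genes compared. These were PYCARD, TNFRSF25, HRK, BIK, TNFSF12, TP53AIP1 and UNC5B. Of them, 4 are genes of Table 2, which the paper chose for their increase in both cell lines, and 3 are others. The list holds all 5 genes of Table 2, so its share of higher genes is no independent evidence of an excess. No gene of the list was at least 2-fold lower in both. Of 65 listed genes tested by limma, 3 were higher at an adjusted p below 0.05 over all probes tested, and 5 adjusted over the list alone, among them BIK but not HRK. Among the settings compared, the number of listed genes higher in both cell lines by fold change, 7 above, was lowest at 4. It was 4 when only probes well above background on all 4 arrays were kept, which leaves out PYCARD, TNFSF12 and TP53AIP1. It was also 4 with a cut-off of 3-fold, which leaves out HRK, BIK and UNC5B.

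**Figure D2:**
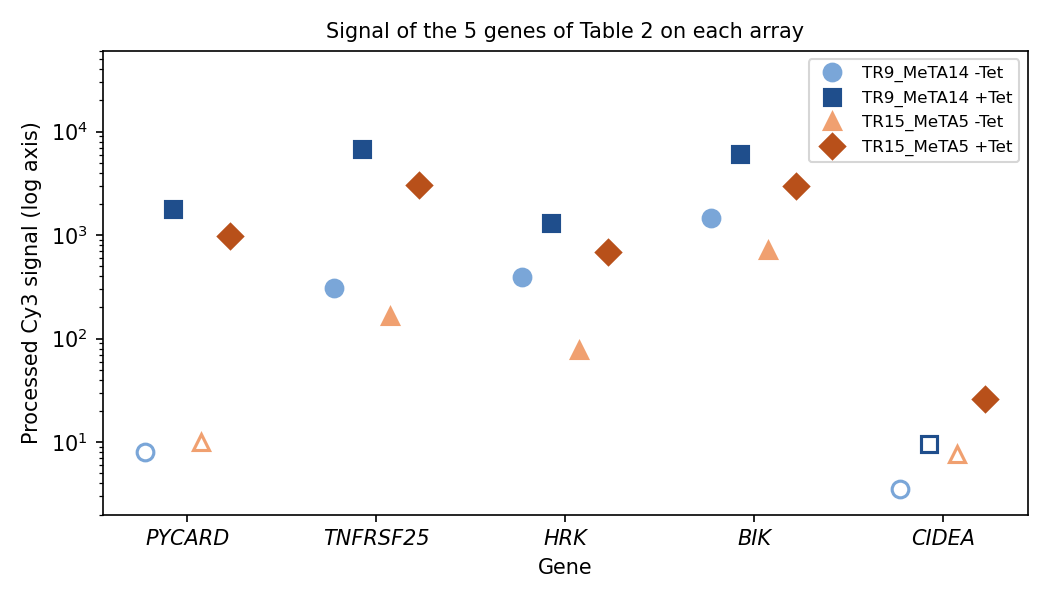
Processed Cy3 signal before scaling (vertical log axis) of the brightest probe of each gene of Table 2, with 1 point per array. Open symbols mark signals not well above background, which were 2 of 4 for PYCARD and 3 of 4 for CIDEA.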

All five genes contained CpG islands (CGIs) within ±1000 bp of the transcription start site (TSS), suggesting that promoter regions of these genes may represent targets for MeTA. 

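PYCARD was represented by probe A_23_P26629, which the files pair with RefSeq transcript NM_013258. Its processed signal was 8.00 in TR9_MeTA14 -Tet and 10.1 in TR15_MeTA5 -Tet, not well above background on either array, and 1769 and 971 with tetracycline. The increase was therefore at least 90.9-fold in TR9_MeTA14 and at least 42.6-fold in TR15_MeTA5. The plain ratios of the scaled signals, whose denominators are not well above background, were 176 and 64.9. TNFRSF25 was read by 2 probes. The brighter, A_23_P126844, was well above background on all 4 arrays and rose from 306 to 6767 in TR9_MeTA14 and from 167 to 3033 in TR15_MeTA5, or 17.6-fold and 12.3-fold. The dimmer, A_33_P3234530, was not well above background without tetracycline and rose at least 15.8-fold in TR9_MeTA14 and at least 2.71-fold in TR15_MeTA5. Of the probes measured on both arrays of a cell line, 229 of 21256 in TR9_MeTA14 and 144 of 19695 in TR15_MeTA5 had a larger increase than the brighter TNFRSF25 probe, or 431 and 283 probes when bounds are counted as well. These changes are far beyond the technical SD between spots, but have no replicate check within a cell line. Over both cell lines, limma gave a log2 fold change of 6.74 (standard error 0.45, adjusted p = 0.0153) for PYCARD. Its -Tet signals, not well above background, entered as measured. For TNFRSF25, limma gave 3.88 (standard error 0.28, adjusted p = 0.0160), and both genes were higher in 2 of 2 cell lines. With the alternative background correction, the increases were at least 17.5-fold and 13.8-fold for PYCARD and were 15.1-fold and 9.68-fold for TNFRSF25, in TR9_MeTA14 and TR15_MeTA5, respectively. That correction adds 50 to each signal, which by construction shrinks fold changes from dim baselines. In all, 238 genes were at least 10-fold higher in both cell lines, or 99 when only probes well above background on all 4 arrays were kept. The paper combines the size of the increase in both cell lines with a known role in apoptosis to choose genes for further analysis.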

Because *PYCARD* and *TNFRSF25* were upregulated 10-fold or more in both TR9_MeTA14 and TR15_MeTA5 cells, we further analyzed these two genes. As shown in Figure 1(d), RT-PCR analyses demonstrated that both *PYCARD* and *TNFRSF25* were in fact upregulated in the presence of tetracycline. *PYCARD* has two splicing variants, *PYCARDv1* and *PYCARDv2*, the latter harboring an in-frame deletion of exon 2 encoding a segment of 19 amino acids sharing the same promoter. Both *PYCARDv1* and *PYCARDv2* contain functional PYD and CARD domains. These two *PYCARD* variants were upregulated similarly by tetracycline addition. Genomic bisulfite sequencing also confirmed hypermethylated promoters in the *PYCARD* and *TNFRSF25* enes (Figure S2) regardless of tetracycline treatment in both TR9_MeTA14 and TR15_MeTA5 cells. These sequencing results are schematically summarized in Figure 1(e). It is notable that the promoter region of *PYCARD* is unmethylated in RWPE-1, a nontumorigenic prostate epithelial cell line, but *TNFRSF25* showed hypermethylation. Based on these results, we focused on *PYCARD* for further characterization.

### 3.3. Tumor-Specific Hypermethylation of *PYCARD* Promoter Was Frequent in Prostate Cancers with Gleason Score ≥ 7

We next analyzed methylation statuses in the promoter region of *PYCARD* in primary prostate cancer specimens. Results using 50 paired DNAs from cancerous and corresponding normal prostate tissues are shown in Figure 2(a) and summarized in Table S2. Aberrant methylation of *PYCARD* was detected in a tumor-specific manner in 90% (45/50); these results suggest that the aberrant hypermethylation of *PYCARD* promoter is frequent in primary prostate carcinomas. Therefore, the relationships between *PYCARD* promoter methylation and clinicopathological parameters such as Gleason score, T stages, lymphovascular invasion, and PSA value were analyzed (Table 1). Interestingly, methylation status of *PYCARD* promoter was significantly associated with Gleason score (*P* = 0.0063) or Grade Group (*P* = 0.002): prostate cancers with Gleason score ≥ 7 (Grade Group ≥ 2) but not Gleason score 6 (Grade Group 1) showed tumor-specific hypermethylation (Gleason score ≥ 7: 96%, 44/46, Gleason score 6: 25%, 1/4). We then divided patients with Gleason score 7 into Gleason score 3 + 4 (Grade Group 2) and Gleason score 4 + 3 (Grade Group 3) because patients with Gleason score 3 + 4 have been known to have a better prognosis than those with Gleason score 4 + 3 among patients with Gleason score 7 [29]. We examined the association between Grade Group 3 and 2 in *PYCARD* methylation statuses, but no significant associations were found (*P* = 0.9226). None of the patients died after the surgery. Therefore, the survival rate was 100% regardless of the *PYCARD* gene expression. In addition, *PYCARD* methylation did not show any relationships with PSA recurrence-free survival (Figure S3).

### 3.4. Immunohistochemical Analysis Shows the Loss of PYCARD Protein in Most of the Primary Prostate Cancers

We first analyzed the expression of PYCARD protein in a normal prostate epithelial cell line RWPE-1 and three prostate cancer cell lines, LNCaP, DU-145, and PC-3 (Figure S4). RWPE-1 showed a strong band of PYCARD, whereas LNCaP and DU-145 cells lost PYCARD protein expression and PC-3 showed a faint band. These results indicated that PYCARD expression is suppressed in prostate cancer cell lines. Therefore, we next performed immunohistochemical analyses of FFPE sections from 50 prostate cancer patients using anti-PYCARD antibody to see PYCARD protein expression. Results are summarized in Table S2. In most of the primary prostate cancer specimens (72%, 36/50), PYCARD protein was expressed in normal epithelial and/or basal cells, but not in tumor cells. Four patients showed positive immunostaining in both cancerous and normal cells, but normal cells were stained more intensely than tumor cells in 3 of 4 cases. Immunostaining of PYCARD in the remaining 10 prostate cancer specimens was negative for both normal and tumor cells. Representative results of immunohistochemical and HE stainings are shown in Figure 2(b), and the obtained results are summarized in Figure 2(c). These results indicate that PYCARD expression is strongly suppressed in tumor cells in most cases, but the status of *PYCARD* promoter hypermethylation is not completely consistent with the status of PYCARD expression. This status is probably regulated not only by aberrant DNA methylation but also by other unknown mechanisms. Furthermore, we analyzed the relationships between PYCARD expression and clinicopathological parameters, but we could not observe any associations (Table 1).

### 3.5. Role of PYCARD as an Apoptosis Inducible Factor

In order to investigate the biological significance of PYCARD in prostate cancer cells, we first transfected the *PYCARDv1*-expressing vector into TR15 to produce tetracycline-regulated PYCARDv1-inducible cells. A mixture of stably transfected cell lines termed TR15_PYCARD was established. Representative results of immunoblot and immunofluorescence analyses using this TR15_PYCARD at day 2 are shown in Figures 3(a) and 3(b). Expressed PYCARD protein forms speck-like protein complexes. Then, alamarBlue assays with or without tetracycline induction using TR15_PYCARD were performed (Figure 3(c)); induction of *PYCARD* caused significant growth suppression at days 4 and 6 after tetracycline addition. In contrast, empty-vector stably transfected TR15 cell lines termed TR15_Vec did not cause any growth suppression irrespective of tetracycline treatment (Figure 3(c)). We next performed FACS analysis of TR15_PYCARD to see whether the growth suppression by *PYCARD* induction affects the cell cycle. Our results of flow cytometry analyses in TR15_PYCARD are shown in Figure 3(d); sub-G1 fractions in TR15_PYCARD increased as early as two days after tetracycline addition and gradually increased further over time, but no such changes were observed in TR15_Vec. We also established a *PYCARDv2*-inducible stably transfected cell line mixture and performed the same experiments; the results did not essentially reveal any differences from those by *PYCARDv1-*transfected TR15_PYCARD (data not shown).

## 4. Discussion

Apoptosis-mediated programmed cell death serves as a natural barrier to initiation and progression of malignant transformation. Thus, acquisition of the ability to escape from these mechanisms is one of the major cancer hallmarks [1]. Tumor cells use a variety of strategies to limit or circumvent apoptosis. They may achieve this by increasing antiapoptotic regulators and survival signals, by decreasing proapoptotic factors, or by evading the ligand-induced death pathway. The most common tactic is the impairment of TP53 function; roughly half of the cancers have inactivating mutations of this tumor suppressor.

In this study, we searched for causative genes that induce apoptosis in the LNCaP prostate cancer cell line by MeTA-mediated global reactivation of hypermethylated genes; we identified five candidate apoptosis-inducing genes listed in Table 2. Among these, *PYCARD* was selected for further characterization. PYCARD, also known as ASC or TMS1, mediates assembly of large signaling complexes in the inflammatory and apoptotic signaling pathways *via* the activation of caspase [30]; aberrant hypermethylation in the promoter regions has been reported in prostate cancers and a number of tumors including cancers of the breast, lung, and kidney, as well as melanoma and glioblastoma [26, 31–37]. Virmani et al. reported that *PYCARD* methylation was seen in 41% (13 of 32) of small cell lung cancer tissues, 40% (28 of 70) of non-small-cell lung cancer tissues, and 32% (20 of 63) of breast cancer tissues [32]. On the other hand, *PYCARD* methylation was absent in nonmalignant lung tissues (0%, 0 of 18) and was rare in nonmalignant breast tissues (7%, 2 of 30). In general, a correlation was seen between *PYCARD* hypermethylation and reduced expression of the protein. Machida et al. used immunohistochemistry and reported that PYCARD expression was reduced in all lung cancer types (75%, 30 of 40) but not in 10 preinvasive lesions [33]. *PYCARD* methylation was particularly associated with later tumor stages of lung adenocarcinoma; only 14% (7 of 50) of stage I but 61% (19 of 31) of later-stage tumors showed methylation. Guan et al. immunohistochemically analyzed PYCARD expression and found that PYCARD expression was absent or reduced in 62.5% (20 of 32) of melanoma, whereas all 18 benign melanocytic nevi showed intense PYCARD expression [34]. Although we focused on *PYCARD* as a causative gene of apoptosis found by MeTA using LNCaP, MeTA also upregulates other candidate apoptosis-inducing factors as listed in Table 2. These other factors as well as PYCARD may collectively trigger the process of apoptosis.

In the 50 prostate cancer specimens we analyzed, *PYCARD* was hypermethylated in primary prostate cancers in a tumor-specific manner, consistent with previous studies [35–37]. Notably, we observed a significant difference in methylation frequency in association with Gleason score. Although Collard et al. [35] and Das et al. [36] reported cancer-specific hypermethylation of the *PYCARD* promoter in 65.5% (38/58) or 63.6% (42/66) of cases, these studies did not find any relationships between the methylation status of *PYCARD* and Gleason score. In our study, however, the great majority of cancer specimens (90%, 45/50) showed hypermethylation of the *PYCARD* promoter. In addition, we observed a significant association between hypermethylation of the *PYCARD* promoter and a Gleason score of 7 or higher (Gleason score ≤ 6: 25%, 1/4, ≥7: 96%, 44/46). Although the sample size of Gleason score ≤ 6 samples was limited, we think this finding is important. Further analyses will give us additional useful information for clinical management of patients with prostate cancer.

Although *PYCARD* hypermethylation was frequently associated with loss of PYCARD protein in prostate cancer specimens as shown in Figure 2(c) and Table S2, *PYCARD* methylation level is not always associated with PYCARD expression. Especially, in this study, loss of PYCARD protein was seen in normal epithelial and/or basal cells in 10 cases even though methylation levels of *PYCARD* promoter were extremely low. Similar relationships between *PYCARD*promoter methylation and expression have also been observed in primary melanomas [34] and glioblastomas [26]. There are several possibilities to explain these results. First, even though *PYCARD* promoter was unmethylated, PYCARD protein expression level may be determined by the degree of activation of transcription factors and the local microenvironment. In fact, PYCARD is known to be upregulated by cytokines such as tumor necrosis factor-*α* and interleukin- (IL-) 1*β* [38, 39]. Second, histone modification and chromatin remodeling in addition to *PYCARD* methylation may contribute to PYCARD protein expression. In this context, histone H4 lysine 16 acetylation (H4K16Ac) has been suggested to be important to maintain *PYCARD* gene activity [40].

It has been reported that *PYCARD* hypermethylation was identified not only in prostate cancer but also in prostate cancer precursor lesions called high-grade prostatic intraepithelial neoplasia (HGPIN) [35, 37]. Promoter hypermethylation of *PYCARD* appears to arise in an early stage in the pathogenesis of prostate carcinogenesis, and methylation levels progressively increase. Because tumor-specific *PYCARD* methylation was not frequent in Gleason score 6 specimens, analyses of *PYCARD* methylation in HGPIN should add further valuable information to clarify the role of *PYCARD* methylation in prostatic tumorigenesis. In addition, Alumkal et al. have shown that promoter methylation of *CDH13* alone or in combination with *PYCARD* independently associates with an increased risk of biochemical recurrence after radical prostatectomy [41]. All of these studies suggest that promoter hypermethylation of *PYCARD* can be potentially a biomarker in the clinical setting. At present, the measurement of PSA has been widely used as a blood test for earlier prostate cancer detection, but the proper use of this test is still controversial [42]. Because PSA is expressed in normal cells as well as in tumor cells, truly tumor-specific biomarker(s) responsible for the initiation and progression of prostate cancer are needed; preferably, it should be detectable by liquid biopsy. *PYCARD* is one of such candidates for prostate cancer diagnosis; further analyses are needed to clarify its role and utility value.

## 5. Conclusion

Using the methyl-CpG targeted transcriptional activation (MeTA) method, we identified apoptosis-inducing *PYCARD* as a DNA hypermethylation-mediated silencing gene, particularly in prostate cancer with Gleason score ≥ 7. Our present results suggest that promoter hypermethylation of *PYCARD* can be potentially a tumor-specific biomarker in the clinical setting of prostate cancer.

## Figures and Tables

**Figure 1:**
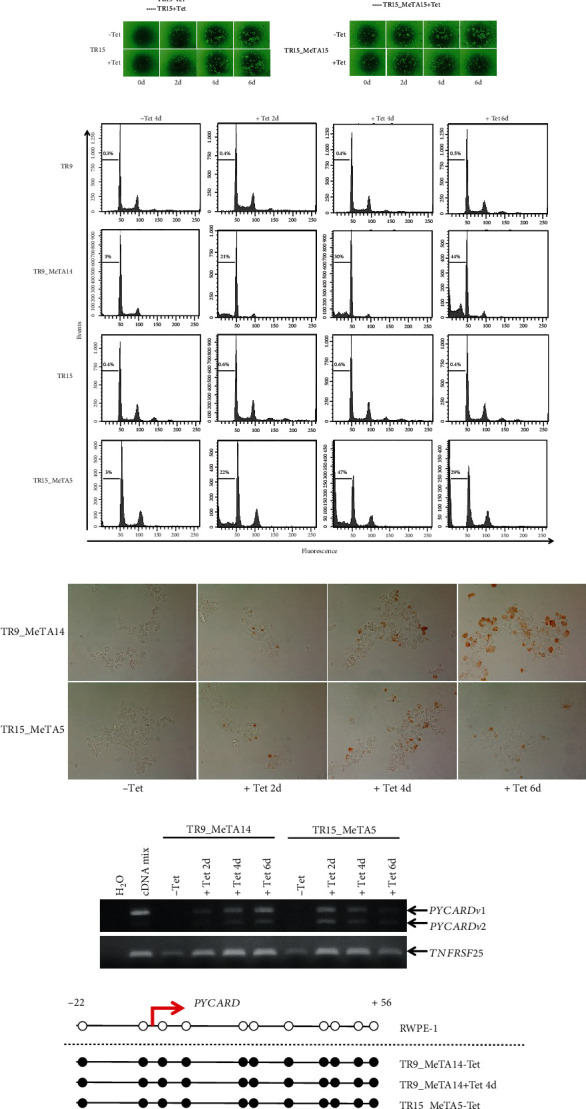
Effects of NF*κ*B (AD)-MBD induction on cell proliferation, apoptosis, and *PYCARD* upregulation. (a) Results of cell proliferation assays for LNCaP-derived TR9, TR9-MeTA14, TR15, and TR15-MeTA5. ∗ and ∗∗∗ denote *P* < 0.05 and *P* < 0.001, respectively. The photos below show the light microscopic appearance (40x magnification). Results of flow cytometry (b) and TUNEL ((c), 200x magnification) assays. (d) Results of RT-PCR analysis of *PYCARD* and *TNFRSF25* genes. (e) Methylation statuses obtained from bisulfite sequencing of *PYCARD* and *TNFRSF25* promoter regions are schematically shown. Closed and open circles indicate the methylated and unmethylated CpG sites, respectively. Red arrows indicate the transcriptional start site (TSS) at position +1. Incidental genetic alterations were found in LNCaP, in *TNFRSF25*, a G to A transition at position -64 (indicated by open triangles) and two deletions (indicated by closed triangles), one between +10 and +13 (4 bp) and the other between +46 and +53 (8 bp). These alterations contain one CpG site.

**Figure 2:**
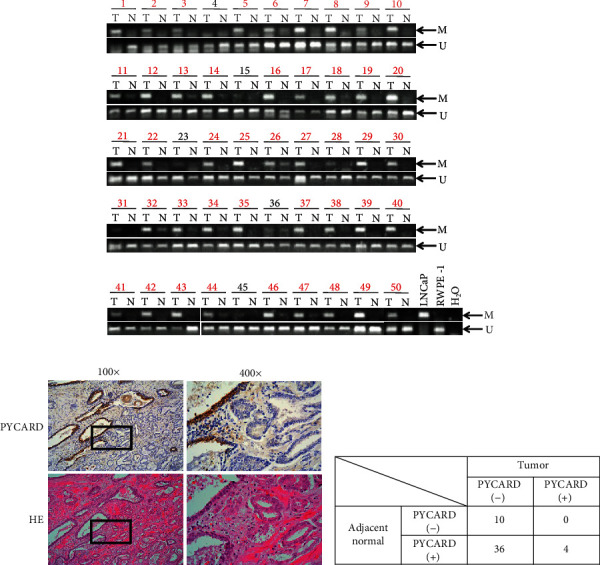
MSP and immunohistochemical analyses of PYCARD in prostate cancer specimens. (a) MSP analyses of *PYCARD* in 50 pairs of primary prostate tumors (T) and normal prostate epithelia (N). M and U indicate methylated- and unmethylated-specific PCR products, respectively. Red numbers indicate patients with tumor specific methylation. (b) Representative results of immunohistochemistry with HE staining in case no. 24. (c) Summary of immunohistochemical analyses. Results of individual patients are shown in Table S2.

**Figure 3:**
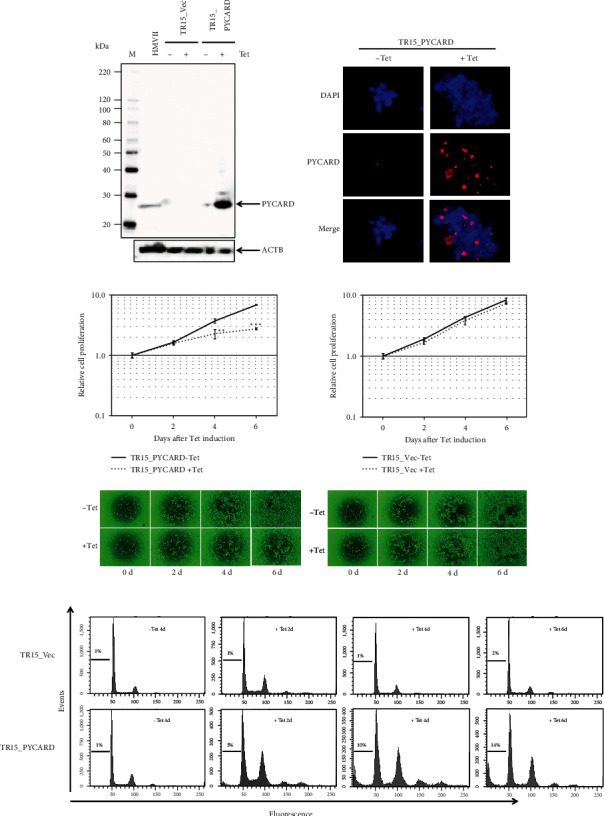
PYCARD reexpression induces apoptosis in LNCaP cells. (a) Immunoblotting analysis of PYCARD protein using anti-PYCARD antibody in LNCaP-derived cell lines. HMV-II is a human melanoma cell line used as a positive control. ACTB was used as an endogenous control. (b) Immunofluorescence staining of PYCARD (630x magnification). (c) Effects of PYCARD induction on TR15_PYCARD cell proliferation. ∗∗ and ∗∗∗ denote *P* < 0.01 and *P* < 0.001, respectively. Light microscopic appearances (40x magnification) of these cells are shown below. (d) Results of flow cytometry.

**Table 1:** Relationships between *PYCARD* methylation or immunostaining and clinicopathological parameters.

Characteristics	Total (*n*)	Promoter methylation		*P* value	Immunostaining (T)		*P* value	Immunostaining (N)		*P* value
		Yes	No		Yes	No		Yes	No	
Total		45	5		4	46		40	10	
Gleason score (Grade Group)				0.0063 (0.002)			0.7726 (0.9134)			0.1759 (0.1463)
6 (group 1)	4	1	3		0	4		2	2	
7 (group 2)	20	20	0		2	18		17	3	
7 (group 3)	15	13	2		1	14		10	5	
8 (group 4)	5	5	0		0	5		5	0	
9 (group 5)	6	6	0		1	5		6	0	
Stage				1			1			0.2818
pT2≥	31	28	3		3	28		23	8	
pT3≤	19	17	2		1	18		17	2	
Surgical margin				1			1			0.4627
Yes	18	17	1		1	17		13	5	
No	32	28	4		3	29		27	5	
Lymphovascular invasion				1			1			0.3193
Yes	7	7	0		0	7		7	0	
No	43	38	5		4	39		33	10	
Biochemical recurrence^a^				0.3154			1			0.2326
Yes	12	12	0		1	11		8	4	
No	37	32	5		3	34		31	6	
Age (years), median, range	62 (51-78)	62 (51-78)	64 (54-74)		61.5 (57-69)	62 (51-78)		61.5 (51-78)	63.5 (54-74)	
PSA (ng/ml), median, range	7.6 (3.8-50)	8.1 (3.8-50.0)	7.1 (4.2-9.4)	0.3479	7.3 (5.7-10.8)	7.6 (3.8-50.0)	0.1276	8.0 (3.8-19.6)	6.8 (4.2-50)	0.2412

Statistical analysis was performed by using JMP. Fisher's exact test was used for associations between methylation status or immunostaining of PYCARD and clinicopathological parameters. A two-tailed Student *t*-test was used for associations between methylation status or immunostaining of PYCARD and PSA. ^a^Case no. 37 was excluded from this analysis because postoperative PSA levels did not drop to undetectable levels (0.2 ng/ml).

**Table 2:** Apoptosis-inducing genes upregulated after MeTA induction.

Gene of interest	Fold change		Existence of CGI in TSS ±1000 bp
	TR9 MeTA14	TR15 MeTA5	
*PYCARD*	175.8	64.8	Positive
*TNFRSF25*	17.6	12.3	Positive
*HRK*	2.6	6.1	Positive
*BIK*	3.3	2.8	Positive
*CIDEA*	2.2	2.3	Positive

## Data Availability

The data used to support the findings of this study are available in the GEO database (GSE74743) or from the corresponding author upon request.

# Supplementary material for: Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7
**Source:** Dis Markers. 2021 Feb 4;2021:8858905. doi: 10.1155/2021/8858905
**Supplement:** Supplementary 1 — Figure S1: NFκB (AD)-MBD induction by tetracycline addition.

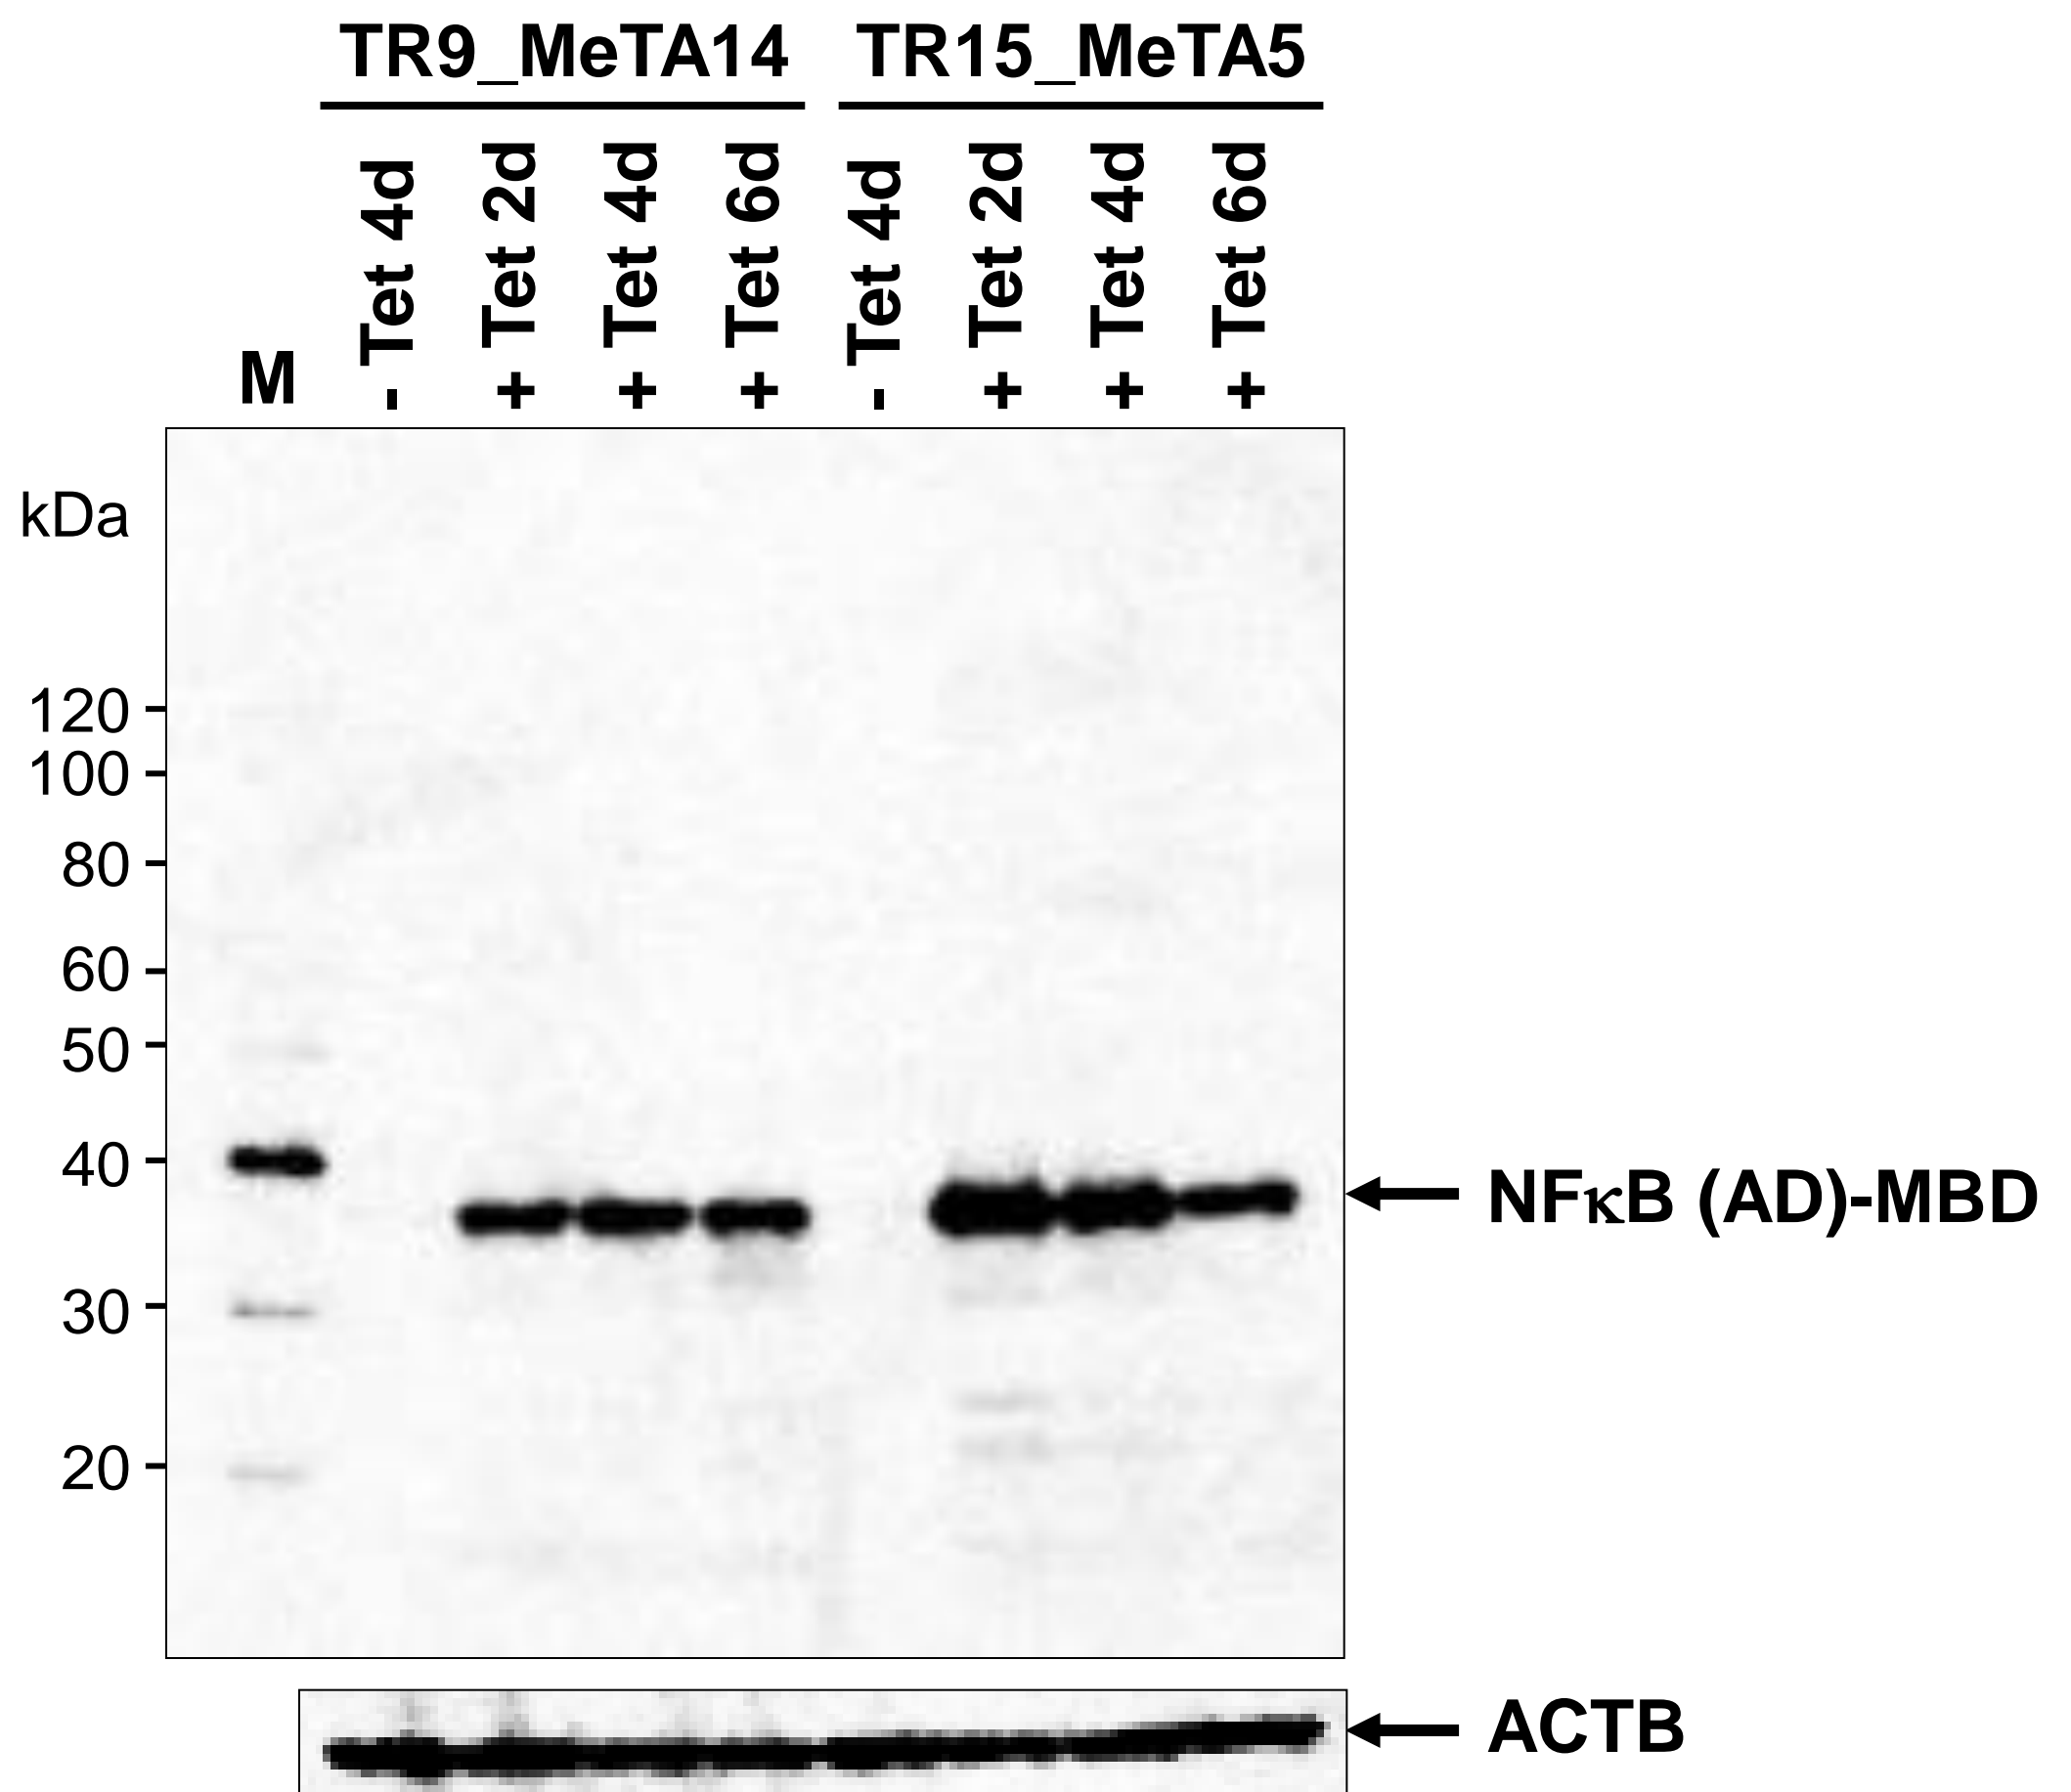

**Figure S1. NF $\kappa$ B (AD)-MBD induction by tetracycline addition.**

Immunoblotting analysis of NF $\kappa$ B (AD)-MBD protein using anti-FLAG antibody in LNCaP-derived cell lines. +Tet and -Tet denote with and without tetracycline treatment, respectively. NF $\kappa$ B (AD)-MBD protein expressions were observed at days 2, 4, and 6 after tetracycline treatment in both TR9\_MeTA14 and TR15\_MeTA5 cells. Lane M contained MagicMark XP Standard used for protein size estimation. ACTB was used as the endogenous control.

# Supplementary material for: Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7
**Source:** Dis Markers. 2021 Feb 4;2021:8858905. doi: 10.1155/2021/8858905
**Supplement:** Supplementary 3 — Figure S3: The relationship between PSA recurrence-free rate and PYCARD expression or PYCARD tumor-specific methylation.

**A**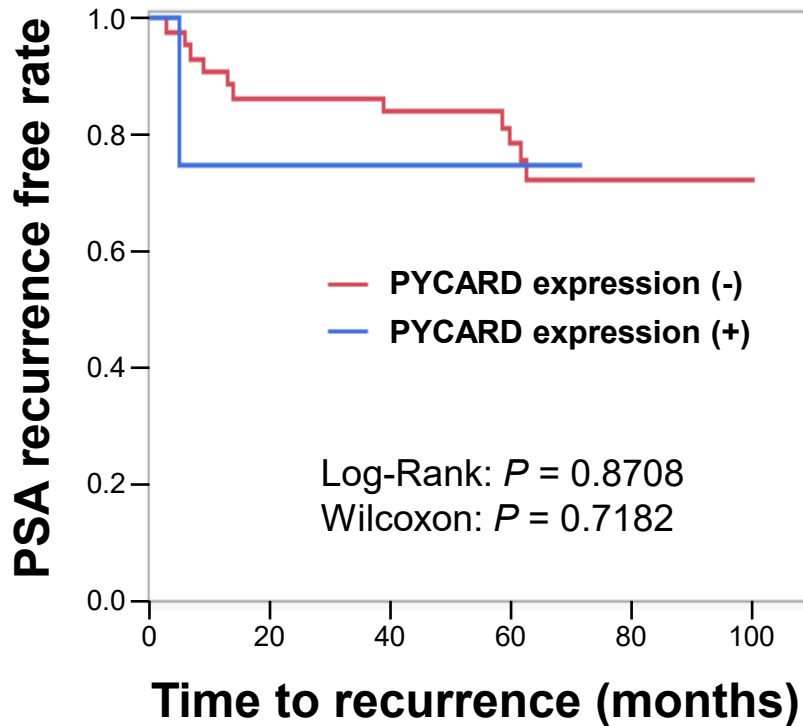**B**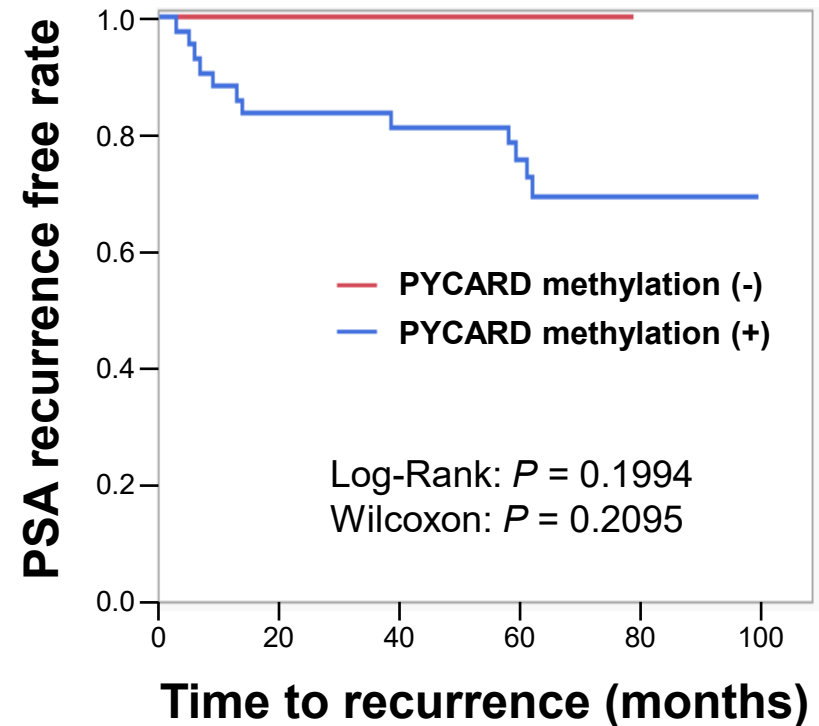

**Figure S3. The relationship between PSA recurrence free rate and *PYCARD* expression or *PYCARD* tumor-specific methylation.**

Kaplan-Meier analysis using 49 prostate cancer patients did not show any relationships between PSA recurrence free rate and *PYCARD* expression (A) or *PYCARD* tumor-specific methylation (B). Postoperative PSA levels in case #37 did not drop to undetectable levels (0.2 ng/ml). Therefore, we excluded this case from Kaplan-Meier analysis.

# Supplementary material for: Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7
**Source:** Dis Markers. 2021 Feb 4;2021:8858905. doi: 10.1155/2021/8858905
**Supplement:** Supplementary 4 — Figure S4: PYCARD is expressed in a normal prostate epithelial cell line but is rarely expressed in three prostate cancer cell lines.

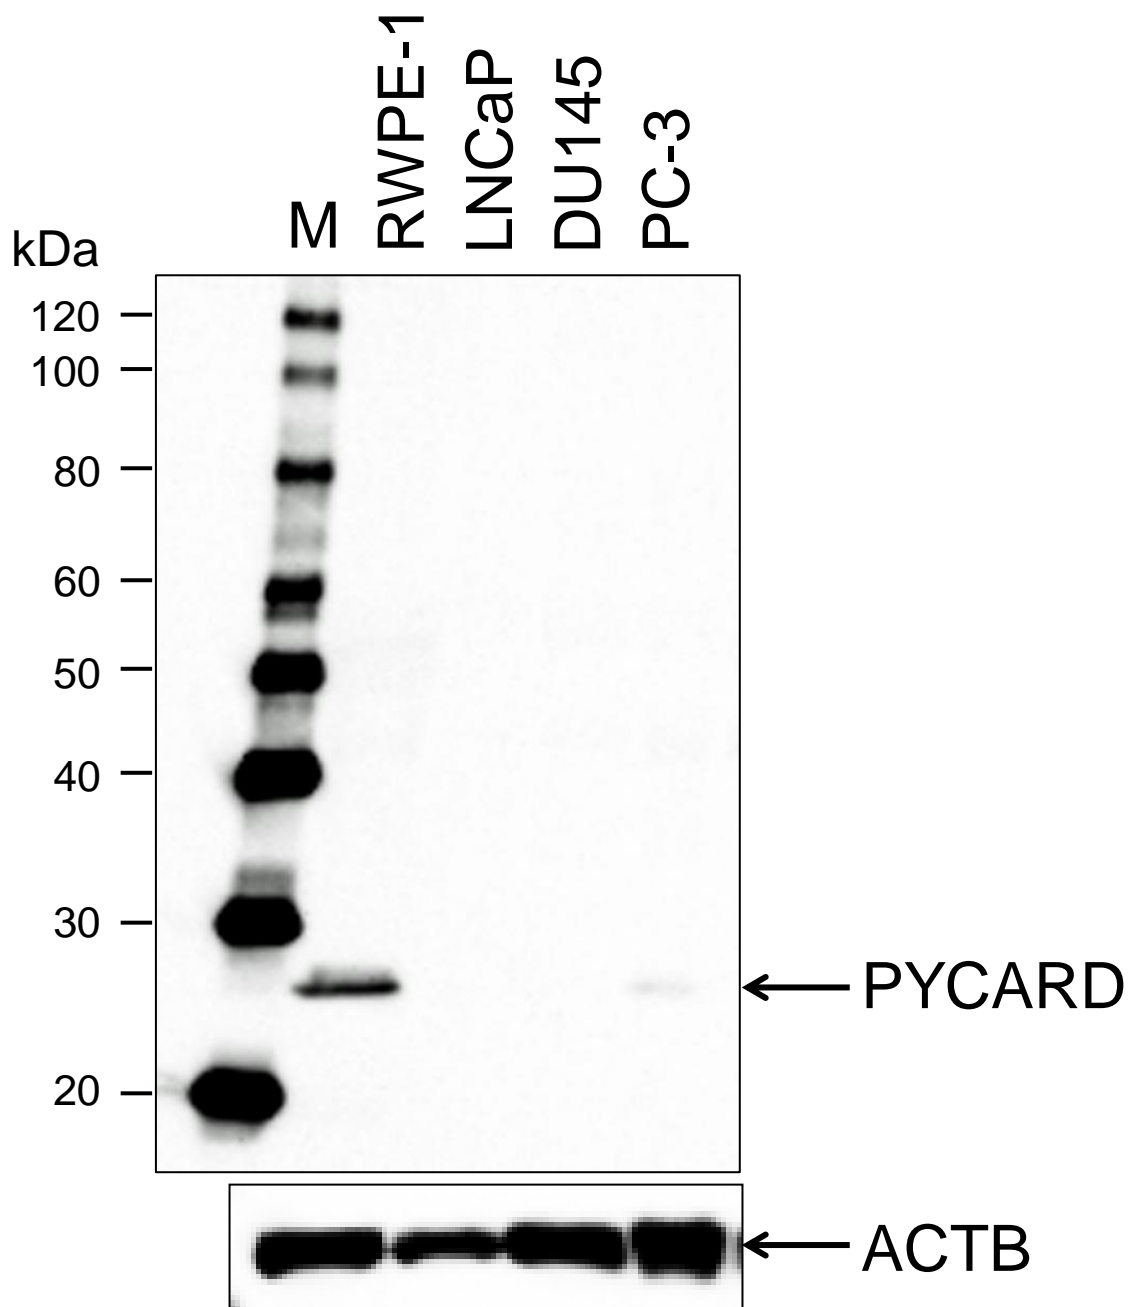

**Figure S4. PYCARD is expressed in a normal prostate epithelial cell line but is rarely expressed in three prostate cancer cell lines.**

Immunoblotting analysis of PYCARD protein in a normal prostate epithelial cell line RWPE-1 and three prostate cancer cell lines, LNCaP, DU145, and PC-3. Lane M contained MagicMark XP Standard used for protein size estimation. ACTB was used as the endogenous control.

# Supplementary material for: Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7
**Source:** Dis Markers. 2021 Feb 4;2021:8858905. doi: 10.1155/2021/8858905
**Supplement:** Supplementary 5 — Table S1: Nucleotide sequences of primers and probes used in this study.

**Table S1. Nucleotide sequences of primers and probes used in this study**

| Gene                 | Forward primer (5' to 3')        | Reverse primer (5' to 3')    | Annealing temp. (°C) | Amplified region* | Size of product (bp) |
|----------------------|----------------------------------|------------------------------|----------------------|-------------------|----------------------|
| Cloning              |                                  |                              |                      |                   |                      |
| <i>PYCARDv1</i>      | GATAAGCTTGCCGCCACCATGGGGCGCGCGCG | GATGCTAGCTCAGCTCCGCTCCAGGTC  | 60                   | +71 to +658       | 615                  |
| <i>PYCARDv2</i>      | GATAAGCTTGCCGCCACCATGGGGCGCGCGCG | GATGCTAGCTCAGCTCCGCTCCAGGTC  | 60                   | +71 to +601       | 558                  |
| RT-PCR               |                                  |                              |                      |                   |                      |
| <i>PYCARD</i>        | CAGCTTCTACCTGGAGACC              | CATCCAGCAGCCACTCAACG         | 62                   | +241 to +473      | 233                  |
| <i>TNFRSF25</i>      | GGTCCTGGGACCAAGTTGC              | GTCCATCACGTCGTAGAGC          | 60                   | +1008 to +1135    | 128                  |
| <i>B2M**</i>         | GTGGAGCATTGAGACTTGTC             | CCAAATGCGGCATCTTCAAAC        | 55                   | +265 to +455      | 191                  |
| Bisulfite Sequencing |                                  |                              |                      |                   |                      |
| <i>PYCARD-BS</i>     | GAGATTAGAGTGGGAGGAAGG            | CCCCATAACTCCAAAATCCC         | 60                   | -43 to +76        | 119                  |
| <i>TNFRSF25-BS</i>   | GAGTAGAGGGGGTATTTGGT             | CAAAACTACCCCTAACCTCC         | 60                   | -91 to +162       | 253                  |
| MSP                  |                                  |                              |                      |                   |                      |
| <i>PYCARD MSP M</i>  | TTGTAGCGGGGTGAGCGGC              | CCAACGCATCCAAAATAACGTCG      | 70                   | +27 to +107       | 81                   |
| <i>PYCARD MSP U</i>  | GGTTGTAGTGGGGTGAGTGGT            | AAATTCTCCAACACATCCAAAATAACAT | 68                   | +25 to +114       | 90                   |

\* +1 indicates transcriptional start site.

\*\* Ogawa et al. [23]

# Supplementary material for: Aberrant Hypermethylation-Mediated Suppression of PYCARD Is Extremely Frequent in Prostate Cancer with Gleason Score ≥ 7
**Source:** Dis Markers. 2021 Feb 4;2021:8858905. doi: 10.1155/2021/8858905
**Supplement:** Supplementary 6 — Table S2: Results of DNA methylation and immunostaining analyses of PYCARD.

**Table S2. Results of DNA methylation and immunostaining analyses of PYCARD**

<sup>a</sup>Ratio of signal intensities in tumor vs. normal tissues.

(E)<sup>b</sup> and (B)<sup>c</sup> represent epithelial and basal cells, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

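Gene expression was measured in TR9_MeTA14 and TR15_MeTA5 cells, LNCaP-derived lines in which tetracycline induces NFκB (AD)-MBD, with tetracycline for 4 days or without it. There were 4 arrays, 1 per condition. The sample labels and the paper gave the same conditions. The other experiments of the paper were not analysed here.

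The authors extracted each array image with Agilent Feature Extraction 10.7.3.1 and deposited the intensity of every spot. The processed signal is background-subtracted and detrended within the array and is not normalized between arrays. A deposited table of the whole series held the same processed signals on all 44495 rows of each array, so using it changes nothing. It was run as an alternative but is no test of stability. The paper's text names no normalization. The arrays lay on one slide, so slide could not be tested as a batch.

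From these values, log2 processed signals of the spots of each probe were averaged after leaving out between 255 and 344 outlier spots per array, and the 75th percentile over the non-control probes of each array was subtracted. The design written before the data were examined sets the percentile over probes. The values were nevertheless first computed with the percentile over spots, in which probes with several spots count several times. At that point the shift between arrays was also looked at over several other percentiles and medians, next to the folds in Table 2 of the paper, and plain ratios with the 75th percentile over probes came closest. The setting was changed to the percentile over probes after this had been seen, because it is the one the design states. The percentile over spots is kept as an alternative, with scaling factors of 1.22 and 1.40 in place of 1.26 and 1.48 in TR9_MeTA14 and TR15_MeTA5. A probe counted as well above background by Feature Extraction's own flag. The lowest signals with that flag were 15.5, 13.9, 15.4 and 19.2 on TR9_MeTA14 -Tet, TR9_MeTA14 +Tet, TR15_MeTA5 -Tet and TR15_MeTA5 +Tet. They set the lower bounds on fold changes, and no fold is given when neither array is well above background or when the bound is under 1.

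Precision was read from probes with 10 spots each, of which between 678 and 751 per array were well above background and entered. The median SD of log2 signals of such spots lay between 0.0579 and 0.0641 per array, and 0.087 is the resulting SD of a log2 ratio. A fold change counted as unmoved by an alternative when it shifted by less than this. The spread between cultures is unknown with 1 array per condition.

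Probes were named through RefSeq accessions with a table on assembly GRCh38.p14, and 74.5% were paired with 1 gene. The array design was annotated on hg19, so the table was used only for names and for which genes neighbour each other, and no coordinates are given. The probe with the highest mean signal stood for a gene. The genes named are those the paper names, RELA and the MBD family as possible sources of signal from the construct, the 5 largest increases and decreases in both lines, and members of the apoptosis list at least 2-fold higher in both lines. No probe was paired with MBD3. A gene the paper names, and a list of genes tied to it, are not reported here. ERG and CDH13 had no fold in either line, since neither was well above background on any array.

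The effect over both lines was tested with limma 3.58.1 in R 4.3.3, with cell line as a block, an intensity trend and Benjamini-Hochberg adjustment over probes well above background on at least 2 arrays. On data simulated for this comparison on 22808 probes with 200 changed, the fit recovered 59% of 16-fold and 0% of 4-fold changes, with 5 false calls. Small changes were therefore missed in the simulation and may be missed in the data. The data held more changed probes than the 200 simulated, with 593 called higher. Since the adjustment is less strict with more changed probes, these rates do not give the power of the reported fit. The difference between the lines' effects could not be tested, since 4 arrays leave no residual degrees of freedom for it. Lists of apoptosis-inducing, cancer-testis, interferon-stimulated, androgen-responsive, proliferation, ATF4 target and NF-kB target genes, also written in advance, were set against 10000 random lists of the same size matched on mean signal, separately in each line, after a check on simulated lists.

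Alternatives set in advance were quantile normalization, scaling on the median of probes well above background on all 4 arrays, normexp with an offset of 50 and quantile normalization, the deposited series table, all spots kept, a filter on all 4 arrays, no filter, plain ratios, cut-offs of 3-fold and 1.5-fold, the mean over a gene's probes, no block and no trend. The normexp setting used median pixel intensities of spot and background, because mean spot intensities were not used here. Scaling on spike-in probes, the percentile over spots, and plain ratios without a filter were added after seeing the data. CpG content around transcription start sites was planned and not analysed here, since no genome sequence was used. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the rest.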

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

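The test described in the first paragraph, and those on scaling and background in the second, were chosen only after the result was seen. The lists of genes were set before the data were examined. The test on ATF4 target genes was first set as one of a response to tetracycline in general, and was narrowed after its value was seen.

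A total of 35 probes were at least 2-fold higher with tetracycline in one cell line and at least 2-fold lower in the other, 14 of them higher in TR9_MeTA14 and 21 higher in TR15_MeTA5. They were picked because the 2 lines moved in opposite directions, and the difference was not tested. Signal near background does not explain all of them, since 16 were well above background on all 4 arrays. Their number depends on the setting. It was 4 after normexp with quantile normalization, 48 with spike-in scaling, 189 without a filter on dim probes, 318 with plain ratios and no filter, 220 at a cut-off of 1.5-fold and 3 at 3-fold. With 1 array per condition, a difference between the lines, a difference between the cultures and an effect of a single array stay open.

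Outside the 5 genes of Table 2, which the paper discusses, 236 genes were at least 10-fold higher in both lines than on the untreated arrays. With the genes of Table 2 included, the number was 238, and it was 102 with normexp and 99 with the filter on all 4 arrays, which leaves out genes whose change is a bound. With lower bounds ranked at their value, the 5 largest by the smaller of the 2 changes were ANXA2, HSPA1A, MYH7B, ANKRD35 and NKX6-2. Since many changes are bounds, the true order is not known. ANXA2 rose at least 946-fold in TR9_MeTA14 and at least 363-fold in TR15_MeTA5 by its brighter probe, and at least 9.22-fold and 2.60-fold by the other. MYH7B was measured on all 4 arrays and rose 331-fold and 264-fold. HSPA1A rose at least 1424-fold and 315-fold, and its probe may also read near-identical copies, which was not tested. GSTP1, which the paper names, rose 18.4-fold and at least 21.3-fold, or 4.20 and at least 4.41 on the log2 scale. With normexp, whose offset of 50 shrinks fold changes of dim probes by construction, its log2 fold change was 2.27 in TR9_MeTA14 and at least 2.81 in TR15_MeTA5. GSTP1 was then no longer at least 10-fold higher in TR9_MeTA14. Scaling of the arrays does not account for the excess of increases. Of probes changed at least 2-fold in both lines, 7.87 times as many were higher as lower, and the smallest such ratio under any scaling was 4.986. Signal near background does not account for it either, since the ratio was 6.588 among probes well above background on all 4 arrays. The excess depends on the cut-off, with a ratio of 1.48 at 1.5-fold. An ATF4 response to tetracycline is argued against by the ATF4 target genes, whose median fell in both lines and lay at percentile 0.00 of matched random lists in each. Other effects of tetracycline on expression stay open, because no array of tetracycline-treated cells without the construct was used here. The paper did treat the parental TR9 and TR15 cells, and reports no change in their growth or sub-G1 fraction. Those controls concern growth and cell death, not expression. Activation by NFκB (AD)-MBD at methylated genes, as the paper proposes for its selected genes, also stays open for these 236 genes, since methylation was not analysed here.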

How the results depend on the processing

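Spike-in scaling, the percentile over spots and plain ratios without a filter were chosen after seeing the data. With 1 array per condition there was no replicate to leave out. CpG criteria were not run, since no genome sequence was used. The deposited series table is identical to the processed signals, so it says nothing about stability. Median scaling and keeping all spots left PYCARD and TNFRSF25, the counts of probes and genes, and Pearson's r within the limits used. Where values moved, the cause was not tested unless stated. Normexp adds an offset of 50 to each signal, which by construction shrinks fold changes of dim probes. Of 77 single-gene and list values, 57 moved with normexp and 29 with quantile normalization, and spike-in scaling, which shifts all probes of a line alike, moved all of them and changed the sign of several.

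The PYCARD log2 fold change is a lower bound except as a plain ratio. In TR9_MeTA14 it was 6.51, and 6.21 with quantile normalization, 4.13 with normexp, 7.46 as a plain ratio with or without the filter, and 6.62 with spike-in scaling. In TR15_MeTA5 it was 5.41, and 3.79 with normexp, 6.02 as a plain ratio with or without the filter and 5.83 with spike-in scaling. For TNFRSF25, 4.13 in TR9_MeTA14 became 3.91 with normexp and 4.25 with spike-in scaling, and 3.62 in TR15_MeTA5 became 3.27, and 4.04 with spike-in scaling, and 2.53 as the mean over its 2 probes, of which the dimmer has only a bound. All stayed upregulated.

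By construction, a cut-off of 3-fold gave fewer probes and 1.5-fold gave more. At 3-fold, 2263 were higher and 1610 lower in TR9_MeTA14, 1153 and 153 in TR15_MeTA5, 944 and 21 in both lines, with 729 genes and 4 apoptosis genes higher in both. At 1.5-fold these were 5549 and 6595, 3002 and 2764, and 2323 and 1574 probes. The filter on all 4 arrays, which tests fewer probes, gave 2348 higher in TR9_MeTA14, 1050 higher and 306 lower in TR15_MeTA5, 896 probes, 699 genes and 4 apoptosis genes higher in both. Without a filter, 1730 were lower in TR15_MeTA5 and 381 in both. Normexp gave 2432 higher and 1971 lower in TR9_MeTA14, 1176 and 127 in TR15_MeTA5, and 992 and 37 in both. Spike-in scaling gave 3009 and 197 in TR15_MeTA5 and 45 lower in both. Its median log2 fold change over probes well above background on all 4 arrays was 0.23 in TR15_MeTA5, against -0.19 in the main setting. Plain ratios without a filter gave 3173 and 1950 in TR15_MeTA5 and 446 lower in both.

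Pearson's r, 0.726, was 0.715 with quantile normalization, 0.737 with normexp and 0.613 without a filter. By limma, 593 probes were higher and 3 lower. The counts were 182 and 0 with the filter on all 4 arrays, 1269 and 56 without a filter, 927 and 11 with the percentile over spots, 9 lower with quantile normalization, 0 lower with normexp and 11 lower without a trend. Unadjusted p was under 0.05 for 4448 probes in the main setting, 3675 with the filter on all 4 arrays and 4314 with normexp. This count moved most without a block for the cell line, to 2760, and without a filter, which tests more probes, to 6392.

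MBD2 changed sign with the mean over its probes, which disagree. Its log2 fold change went from -1.28 to 0.90 in TR9_MeTA14 and from -0.49 to 1.03 in TR15_MeTA5. The median of the apoptosis list in TR15_MeTA5, -0.05, was 0.36 with spike-in scaling and 0.022 with the percentile over spots, though its percentile among random lists, 97.6, was high. ACTB, a control gene, had log2 fold changes of -0.47 and -0.22 in TR9_MeTA14 and TR15_MeTA5, 0.32 and 0.24 with quantile normalization and 0.36 and 0.23 with normexp. With spike-in scaling it was 0.20 in TR15_MeTA5. The direction of this brighter of the 2 ACTB probes therefore depends on the normalization. The dimmer ACTB probe had log2 fold changes of -0.54 and -0.62 in the main setting, in TR9_MeTA14 and TR15_MeTA5. Its values under each normalization are not given here. The B2M log2 fold change in TR9_MeTA14 was -0.88 and lay between -0.94 and -0.76 under the alternatives. In TR15_MeTA5 it was -0.32, and 0.10 with spike-in scaling, a sign that follows from the shift of all probes and says nothing about B2M itself. Signal over background limits PYCARD, CIDEA and the dimmer TNFRSF25 probe, whose changes are bounds or have no value.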

Differences from the paper's values

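No fold that could be compared with Table 2 of the paper differed by the criteria used, over 1.5 times or, for a lower bound, over 1.5 times above the paper's value. For PYCARD the paper gives 175.8 and 64.8 in TR9_MeTA14 and TR15_MeTA5, and the lower bounds here were 90.9 and 42.6. Plain ratios of the scaled signals, an alternative set before the data were examined, gave 176 and 64.9. The closeness of these values to the paper's depends on taking the 75th percentile over probes. That setting is the one the design states, but it was adopted after the percentile over spots had been used, and after it had been seen, among several percentiles looked at, to come closest to the paper's folds. The match is therefore no independent evidence. With the percentile over spots, which was computed first, scaling lowered the ratios by factors of 1.22 and 1.40 in place of 1.26 and 1.48. Under alternatives set before the data were examined, HRK in TR15_MeTA5, 6.1 in the paper, was 3.68 with normexp, which differs from the paper's value. The offset of 50 in normexp shrinks folds from dim baselines by construction, so this difference is no evidence against the paper's value. TNFRSF25 in TR15_MeTA5, 12.3 in the paper, was at least 5.78 as the mean over its probes, a lower bound that does not differ.

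The paper lists CIDEA among the genes upregulated in both lines. Here CIDEA was not well above background on 3 of 4 arrays, has no fold in TR9_MeTA14 and rose at least 1.14-fold in TR15_MeTA5. It was called in both lines under only one setting, plain ratios with no bound and no filter, chosen after seeing the values, which gave 2.18 and 2.31. For TNFRSF25, which the paper places among the genes with the larger increases in both lines, the brighter probe rose 17.6-fold and 12.3-fold. The second probe has a bound of only 2.71-fold in TR15_MeTA5. With normexp, the brighter probe rose 9.68-fold there, under the paper's limit of 10-fold. The normexp offset shrinks such folds by construction, so this value does not count against the paper's.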

Other observations

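The tests of scaling, noise and dividing cells in the first paragraph, of the androgen-responsive genes in the second and of the probes of RELA and MBD2 in the fourth were chosen only after the result was seen. The scaling test in the first paragraph replaced an earlier one, which had set a gap between single arrays against technical noise and had been run. The comparison with genes lower in TR9_MeTA14 in the fifth paragraph was added after the excess of neighbours was seen.

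Many more probes were at least 2-fold lower in TR9_MeTA14 (3661) than in TR15_MeTA5 (597). Scaling of the arrays moves all probes alike, and the SD of the log2 fold changes across probes was 1.7197 times as large in TR9_MeTA14, which argues against scaling as the whole cause. Noisier arrays are argued against as well, since the median SD of replicate spots was lower on the TR9_MeTA14 arrays (mean difference -0.00368). The proliferation genes fell further in TR9_MeTA14, by a difference of medians of -1.8567 on the log2 scale, which is consistent with fewer dividing cells there as a hypothesis. Other effects of the response in that line or of a single array stay open, and the difference between the lines was not tested.

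The median log2 fold change of 47 proliferation genes was -2.55 in TR9_MeTA14 and -0.69 in TR15_MeTA5, with 43 and 2 of them at least 2-fold lower. Both medians lay at percentile 0.00 of matched random lists. This is consistent with fewer dividing cells, a hypothesis that goes with the growth suppression the paper reports in both lines. The androgen-responsive genes had medians of -1.94 and -0.67, also at percentile 0.00 in both. KLK3 fell by 1.95 and 0.70, and TMPRSS2 by 3.03 and 0.69 on the log2 scale. The falls in TR15_MeTA5 depend on the normalization. The KLK3 log2 fold change in TR15_MeTA5 was -0.29 with quantile normalization, -0.19 with normexp and -0.28 with spike-in scaling, and the TMPRSS2 log2 fold change in TR15_MeTA5 was -0.54, -0.53 and -0.27. A lower androgen response may explain this, or a general loss of the most LNCaP-specific expression, which was not tested.

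Other lists gave no clear answer or went against their hypothesis. The ATF4 target genes had medians of -1.81 and -0.49. Cancer-testis genes, of which 28 and 32 of 62 had a fold change, had medians of -0.37 and -0.20 but means of 0.26 and 0.24. The percentiles were 3.17 and 17.5. In TR9_MeTA14, 6 were at least 2-fold higher and 2 lower, and in TR15_MeTA5, 3 were higher and 0 lower. Activation of this list as a whole cannot be told apart from no change. Many of its genes had no fold change, and the median and mean differ in sign. Germline genes outside the list were not tested as a group. Interferon-stimulated genes had percentiles of 90.7 and 66.15, medians of 0.23 and -0.08, and means of 0.48 and 0.24. NF-kB target genes had percentiles of 46.38 and 91.9, with medians of -0.07 and 0.08 and means of 0.60 and 0.71. At 2-fold, 10 interferon-stimulated genes were higher and 4 lower in TR9_MeTA14, and 5 and 0 in TR15_MeTA5. For NF-kB target genes these were 5 and 3, and 7 and 1. More genes of both lists thus passed the cut-off upward than downward, a count that was not tested. Because the medians lay within the range of random lists, a response of either list as a whole cannot be told apart from none. The apoptosis-inducing genes had medians of 0.07 and -0.05 and means of 0.20 and 0.27, at percentiles 92.0 and 97.6. That list includes the genes of Table 2, which the paper chose for their increase. With spike-in scaling, chosen after seeing the data, the medians in TR15_MeTA5 were positive for the apoptosis-inducing (0.36), cancer-testis (0.22) and interferon-stimulated genes (0.38), as was that of the NF-kB target genes in TR9_MeTA14 (0.047). This scaling shifts all probes of a line alike, so these signs say nothing about the lists themselves.

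The 2 probes of RELA disagreed. A_33_P3209433 rose by 2.49 and 1.59 on the log2 scale in TR9_MeTA14 and TR15_MeTA5, while A_23_P104689 changed by 0.29 and -0.16. Of the MBD2 probes, A_24_P119201 rose by at least 3.07 and by 2.55, and A_23_P15864 fell by 1.28 and 0.49. The smallest gap between 2 probes of a gene was 1.751. A candidate explanation is that one probe of each gene reads RNA of the NFκB (AD)-MBD construct, but other transcripts of the genes cannot be told apart from it, since probe sequences and the construct's sequence were not used here.

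Genes at least 2-fold higher in both lines lay next to each other more often than by chance. Of 13970 genes ordered along the chromosomes, 1147 were higher, and 183 adjacent pairs were both higher, against a mean of 93.9 when calls were shuffled. Tandem copies sharing probe signal do not account for it, since without pairs of one name family the ratio to shuffled calls was 1.7062. With calls shuffled within chromosomes it was 1.594, 150 pairs against at most 125 in any of 1000 shuffles. Genes at least 2-fold lower in TR9_MeTA14 also lay next to each other, with a ratio of 1.428 and 460 pairs against at most 368. General clustering of genes that change together may therefore explain the pattern, and a spread of activation to neighbouring genes cannot be told apart from it, since both predict an excess of adjacent pairs.

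With bounds ranked at their value, the 5 largest decreases in both lines were LINC00161, ARG2, SCN7A, STARD4 and LRRD1. The changes of LINC00161, SCN7A and STARD4 are bounds in at least 1 line, so the true order is not known. ARG2 was measured on all 4 arrays and its log2 fold change was -3.32 in TR9_MeTA14 and -2.02 in TR15_MeTA5.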
